A study of Mus musculus with 2 samples. Its data were reported in "Comparative analysis of 4C-Seq data generated from enzyme-based and sonication-based methods" (2013).

How the data were processed

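Enzyme-based 4C-Seq was carried out on the E14 line of mouse embryonic stem (ES) cells. In 4C-Seq, cross-linked chromatin is cut with a restriction enzyme (here HindIII), ligated, cut again with a second enzyme (here DpnII) and circularised, and the DNA joined to a chosen "bait" sequence is amplified by inverse PCR and sequenced. The bait was an enhancer upstream of Pou5f1, the gene that encodes Oct4. Both samples belong to 1 group and are replicates 1 and 2 per the labels. The design has no control or treated group, so all comparisons were made between the replicates, between chromosome 17 (which carries the bait) and the other chromosomes, and against random placement.

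The authors selected reads that began with the bait primer, mapped the remainder with BWA to the mm9 assembly and matched the alignments to HindIII sites. They scored contacted HindIII sites in windows holding a fixed number of HindIII sites, with smaller windows and a local background on the bait chromosome, and kept windows below a false discovery rate obtained by permutation. The deposited region lists were called separately in each replicate. A further deposited table lists contacted HindIII sites in the regions found in both replicates, with the replicates not distinguished. The 3 files used here give positions only, with no read count, z-score or FDR per region or site. These files therefore do not show the sequencing depth behind each region, and no precision could be derived from depth. How many reads were needed to call a site is also not stated. Sonication-based libraries were not analysed here.

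Coordinates are given on mm9, counted from 1. The reference sequence NCBIM 37 (the same assembly as mm9) and the annotation of GENCODE M1 (Ensembl 65) were used. All 1806 listed sites started at a HindIII motif of the reference. All but 1 site were 6 bp long; the exception (chromosome 17, 47808464 to 47808473) was 10 bp long. A listed site was counted by its start. Gene starts were taken from protein-coding genes unless stated otherwise. For unique flanks, the 30 bases reaching out from a HindIII motif on each side were taken, with the 6 bp of the motif included. A motif was said to have unique flanks when both sequences occurred at no other HindIII motif of the reference.

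Regions were called shared when they overlapped by at least 1 bp. The number shared was compared with 100000 random placements in which the regions of replicate 2 kept their chromosome and width and did not overlap each other, from 3 Mb (or the first region, if lower) to the chromosome end. For the share of replicate 2, the same placements were used. The shared length was expressed as a Jaccard index, the length in both lists as a percent of the length in either. Covered length was correlated across 2 Mb bins, with 100000 rotations of replicate 2 along each chromosome. The covered share of chromosomes, taken of the length beyond the first 3 Mb, was correlated with 100000 permutations of the pairing. Region widths (log10) and site densities, as log2(sites per Mb + 1), were compared by permutation tests with 100000 resamples. The densities of gene starts and of HindIII motifs were compared with 10000 placements. In the report, tests of overlap, of bin correlation and of gene starts against placement were one-sided, and the others two-sided. In the closing section, tests of shared, neighbouring and terminal windows and of Sfi1 were one-sided, and tests of listed sites and of chromosome X were two-sided. Benjamini-Hochberg adjustment was applied over the 13 tests. For a share of HindIII motifs, the exact (Clopper-Pearson) 95% interval is given; it covers counting error only.

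Where the text names regions or genes, the rule was fixed before the data were examined. It took every shared region on chromosome 17 if there were 10 or fewer, the 5 shared regions on other chromosomes with the most sites (ties by width, the wider first), Pou5f1, up to 10 protein-coding genes off chromosome 17 with the most sites in the gene body (ties by name), and 5 such genes on chromosome 17. The tests of the report and most alternatives were fixed at the same time. The alternatives were overlaps of at least 10% and 50% of the smaller region, rotation in place of placement, placement over all chromosomes, other limits for placement, merging of regions less than 1 Mb apart, the wider 50% of regions (planned in place of a stricter score, which the files do not hold), exchange of the placed list, bins of 1 and 0.5 Mb, other feature sets, and leaving out each replicate. Draws from the common window grid, chromosome 17 without the Pou5f1 region, gene starts in windows of 1 replicate and site density without the site-free stretch around Pou5f1 were added after the data were seen.

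The placement test was tested on simulated data, with 200 simulations each. Lists without planted sharing gave a permutation p-value below 0.05 in 3.5% of simulations for the 79 and 94 regions off chromosome 17 and in 2% for the 12 and 12 regions on chromosome 17. These lists were placed by the same rule as in the test, so a low rate was built in. They were not drawn from the common window grid, and the behaviour of the test for such regions was not simulated. With 26 of 79 regions planted in both lists, all 200 simulations passed. With 4 of 12 planted on chromosome 17, 20% passed, so weak sharing on that chromosome would often go undetected. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pysam 0.24.0, and figures were drawn with matplotlib 3.10.9.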

Results

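To map the chromosomal contacts of the Pou5f1 enhancer, enzyme-based 4C-Seq was performed in mouse ES cells of the E14 line in 2 replicates. Each replicate was represented by a list of enriched interacting regions called by the authors in that replicate alone. A table of contacted HindIII sites in the regions found in both replicates was also used. The lists hold positions without read counts, so the depth behind each region is unknown and regions could not be ranked by strength.

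On chromosomes other than 17, replicate 1 had 79 enriched regions covering 208 Mb, or 8.17% of these chromosomes. Replicate 2 had 94 regions covering 244 Mb, or 9.61%. The mean was 86.5 ± 10.6 regions (SD, n = 2) and 226 ± 25.9 Mb (SD, n = 2). Median widths were 2.62 Mb in replicate 1 (range 0.909 to 4.18 Mb) and 2.52 Mb in replicate 2 (range 0.203 to 4.18 Mb). After joining regions that touched each other, there were 65 and 82 regions. On chromosome 17, which carries the bait, each replicate had 12 regions, covering 18.7 and 17.7 Mb (18.2 ± 0.715 Mb, SD, n = 2).

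The first question was whether inter-chromosomal regions recur between replicates more often than by chance. Of the 79 regions of replicate 1, 34 (43.0%) were shared with replicate 2. Random placement gave a mean of 14.6 shared regions, with 95% of placements between 8 and 22. The observed number was 2.33-fold higher (one-sided permutation p = 1e-05, the smallest that 100000 placements can give, adjusted p = 2.2e-05 by permutation and Benjamini-Hochberg over 13 tests). Of the 94 regions of replicate 2, 34 (36.2%) were shared, against a mean of 13.6 by placement (2.51-fold higher, permutation p = 1e-05, again the smallest possible). The length in both lists was 25.4% of the length in either, against 4.60% by placement (95% of placements between 2.21 and 7.39%, permutation p = 1e-05, the smallest possible).

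Every shared region had the same start and end in both replicates, and 0 regions overlapped without being identical. Both lists therefore drew on a common set of windows, estimated at 1001 on these chromosomes. Random draws from this set, an alternative chosen after the data were seen, moved the result most along with rotation along the same set. They gave a mean of 7.33 shared windows (95% between 3 and 12), and the observed 34 were 4.64-fold higher (exact p = 3.8e-17). In all, 139 windows were called, of which 45 were found in replicate 1 only and 60 in replicate 2 only. The 34 shared windows formed 30 runs of touching windows.

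**Figure D1:**
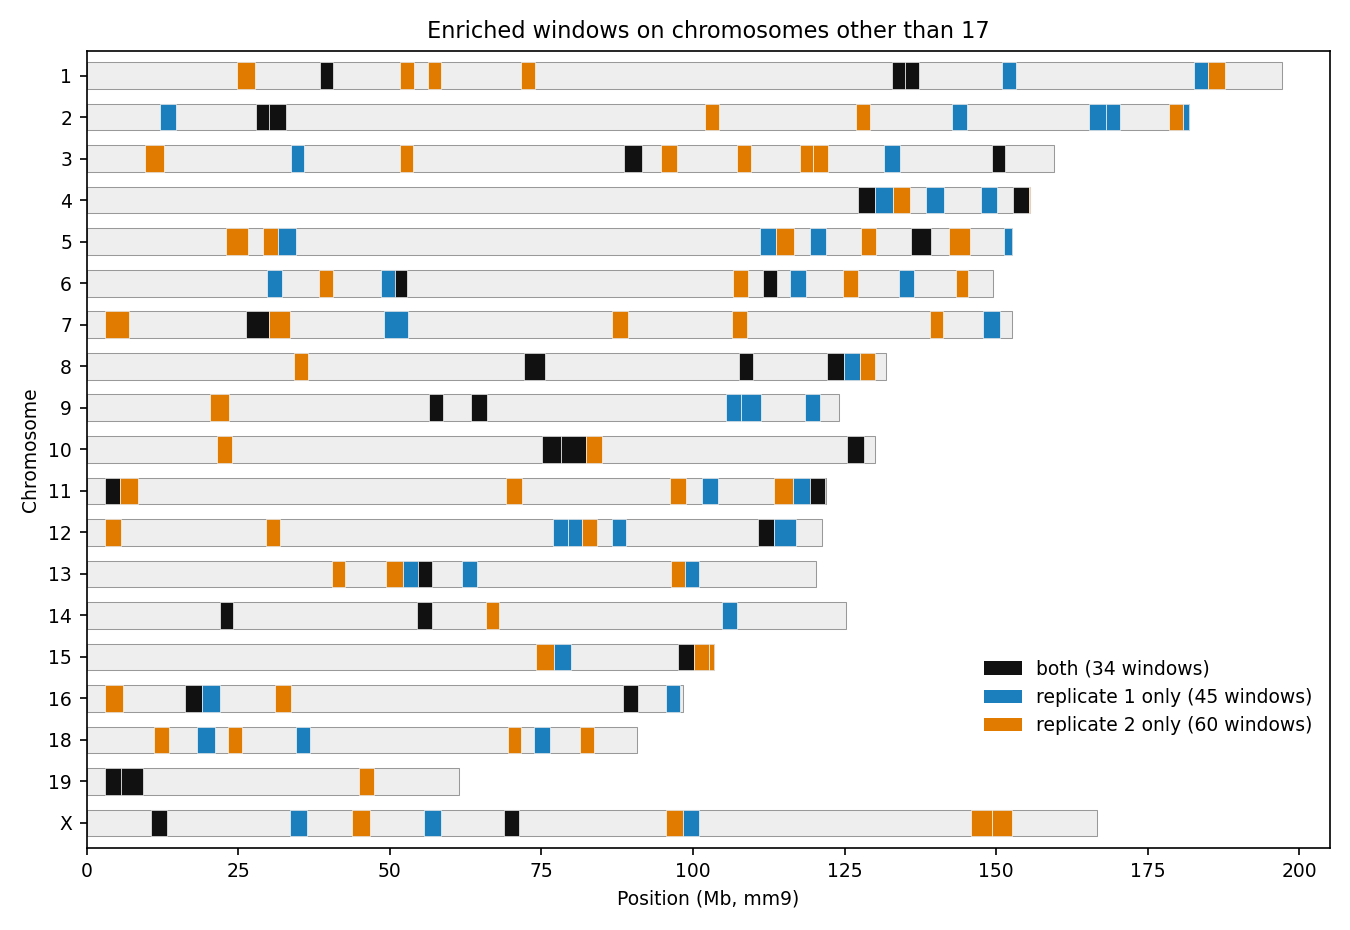
Enriched windows of both replicates along the chromosomes other than 17 (x axis, position in Mb on mm9, y axis, chromosome). Black marks the 34 windows called in both replicates, blue the 45 called in replicate 1 only and orange the 60 called in replicate 2 only.

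Covered length per 2 Mb bin was then correlated between the replicates across the 1254 bins of these chromosomes. Pearson's r was 0.377 and Spearman's rho was 0.390. Rotated lists gave r between -0.0650 and 0.0762 in 95% of rotations (one-sided permutation p = 1e-05 for both coefficients, the smallest possible, adjusted p for r = 2.2e-05 by permutation and Benjamini-Hochberg). Bins are not independent replicates, which is why whole chromosomes were rotated. Restricted to the 280 bins covered in at least 1 replicate, r was -0.125, which lay above the rotated range of -0.594 to -0.445. In contrast, the share of each chromosome that was covered showed no detectable relation between replicates across 19 chromosomes. Pearson's r was 0.0405 (two-sided permutation p = 0.869, adjusted p = 0.869) and Spearman's rho was -0.0404 (permutation p = 0.87). Without chromosomes 15 and 1, the 2 farthest from the median of replicate 1, r was -0.00575, and without chromosomes 4 and 19, the 2 farthest in replicate 2, it was -0.0659. The covered share ranged from 5.34% (chromosome 15) to 11.4% (chromosome 12) in replicate 1 and from 5.48% (chromosome 4) to 15.1% (chromosome 19) in replicate 2. The study's models analysed sites within each chromosome, so differences in level between chromosomes may have been removed before regions were called. The covered share therefore cannot show whether the contact level of whole chromosomes recurs between replicates.

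The widths of shared and unshared regions were also compared. Since all regions were windows of 1 common set, their width could not favour partial overlaps. In replicate 1, shared regions measured 2.69 ± 0.501 Mb (SD over 34 regions) and unshared regions 2.59 ± 0.479 Mb (SD over 45 regions), a difference within the spread between regions (two-sided permutation p = 0.342, adjusted p = 0.371). In replicate 2, the unshared regions measured 2.55 ± 0.577 Mb (SD over 60 regions, permutation p = 0.246, adjusted p = 0.291).

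The 5 shared windows with the most listed sites off chromosome 17 were the following. The window at 5736493 to 9284305 on chromosome 19 held 25 sites among 945 HindIII motifs (2.65%, exact 95% interval 1.72 to 3.88%) and 109 protein-coding gene starts. The window at 78149965 to 82328861 on chromosome 10 held 23 sites among 1040 motifs and 164 gene starts. On chromosome 2, the window at 30096717 to 32926859 held 23 sites among 667 motifs and 69 gene starts. On chromosome 15, 23 of 708 motifs were listed between 97436967 and 100087140, with 77 gene starts. A further window on chromosome 10 (125381910 to 128159590) held 22 sites among 743 motifs and 85 gene starts. A window on chromosome 19 (3000855 to 5736492) also held 22 sites and was ranked after it as the narrower. The listed shares of the 5 named windows ranged from 2.21 to 3.45%, and their intervals overlapped, so their order was not resolved.

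On the bait chromosome, most regions were found in both lists. Of the 12 regions of replicate 1, 10 (83.3%) were shared, against a mean of 4.42 by placement (2.26-fold, one-sided permutation p = 0.00014, adjusted p = 0.0002). Of the 12 regions of replicate 2, 11 (91.7%) were shared, against a mean of 4.6 (2.39-fold, permutation p = 3e-05, adjusted p = 5.6e-05). The length in both lists was 74.9% of the length in either, against 11.4% by placement (95% of placements between 2.91 and 23.1%, permutation p = 1e-05, the smallest possible). Unlike the windows on other chromosomes, these regions differed in their edges. Whether sharing differed between chromosome 17 and the others was not tested, since the regions were called with other window sizes.

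Merging overlapping regions of both replicates gave 10 shared regions on chromosome 17. Stretches covered by replicate 2 alone held 0 listed sites, so shares of motifs are given for the part of each region covered in replicate 1. The region holding Pou5f1 (ENSMUSG00000024406.9, plus strand, 35642982 to 35647721) spanned 33468438 to 37883965 and held 218 sites among 1036 HindIII motifs. Within it, no site was listed in a stretch of 2.04 Mb around the gene start, from 34598211 to 36640771, which contains 498 HindIII motifs; the next longest gap between neighbouring sites of a region measured 0.123 Mb. Outside that stretch, 40.5% of 538 motifs were listed (exact 95% interval 36.3 to 44.8%). Upstream of Pou5f1, the region at 23510057 to 25343059 held 174 sites (44.6% of 390 motifs, interval 39.6 to 49.7%). The region with the most sites lay at 45237635 to 48740953, 9.59 Mb downstream, with 364 sites (39.0% of 934 motifs, interval 35.8 to 42.2%).

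The remaining 7 regions lay farther downstream. Listed sites numbered 119 of 557 motifs (21.4%) at 55598230 to 57882023, 113 of 532 (21.2%) at 65549780 to 67199161 and 50 of 246 (20.3%) at 70862310 to 71697769. They numbered 32 of 177 (18.1%) at 74583867 to 75438036 and 25 of 152 (16.4%) at 80321275 to 81402980. The last 2 regions, at 83664488 to 84838122 and 87440527 to 88648052, held 65 of 329 (19.8%) and 56 of 284 (19.7%). The replicates matched least in the region starting at 80321275, where 17.4% of the length was covered in both. The regions at 5491191 to 6212061 and 25632877 to 26321335 were found in replicate 1 only, and the region at 88674026 to 89252319 in replicate 2 only.

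The table of contacted sites held 1806 sites, of which 1216 (67.3%) lay on chromosome 17 and 590 on other chromosomes. On chromosome 17, the 10 shared regions held 59.1 ± 24.6 sites per Mb (SD over regions). The 34 shared windows on other chromosomes held 5.59 ± 1.75 sites per Mb (SD over windows). Every chromosome 17 region (lowest 23.1) was denser than every other window (highest 8.68). Over the stretches covered in both replicates, chromosome 17 held 73.6 ± 22.7 sites per Mb (SD over 11 stretches, lowest 52.2). On the scale of log2(sites per Mb + 1), the difference was 3.13 (two-sided permutation p = 1e-05, the smallest possible, adjusted p = 2.2e-05), it was 3.22 when the stretch around Pou5f1 was left out, and it was 3.5 over the stretches covered in both replicates. Per HindIII motif of the regions the table covers, 1.89% were listed off chromosome 17 (590 of 31153, exact 95% interval 1.75 to 2.05%) and 29.4% on chromosome 17 outside that stretch (1216 of 4139, interval 28.0 to 30.8%). The table does not separate the replicates, so these densities have no replicate error. The study proposes a high background of contacts along the bait chromosome, and regions there were called with other window sizes. The difference in density therefore cannot be assigned to the enriched regions alone.

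Gene content was compared with that of randomly placed windows. The shared inter-chromosomal windows held 2129 protein-coding gene starts, or 23.3 per Mb. Random placement gave 8.66 per Mb, with 95% of placements between 6.12 and 11.5. The density was 2.69-fold higher (one-sided permutation p = 0.0001, the smallest that 10000 placements can give, adjusted p = 0.00016). Windows called in 1 replicate only, examined after the data were seen, held 14.1 gene starts per Mb in replicate 1 (1.69-fold over placement) and 13.9 in replicate 2 (1.63-fold, permutation p = 0.0001 for both, the smallest possible). Averaged per window, shared windows had 22.2 ± 9.61 gene starts per Mb (SD over 34 windows) and windows of 1 replicate 13.8 ± 9.22 (SD over 105 windows, two-sided permutation p = 1e-05, the smallest possible). HindIII motifs were sparser in shared windows than by placement, at 280.0 against 318.8 per Mb (0.878-fold, 95% of placements between 306.2 and 328.7, two-sided permutation p = 0.0002, the smallest possible).

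**Figure D2:**
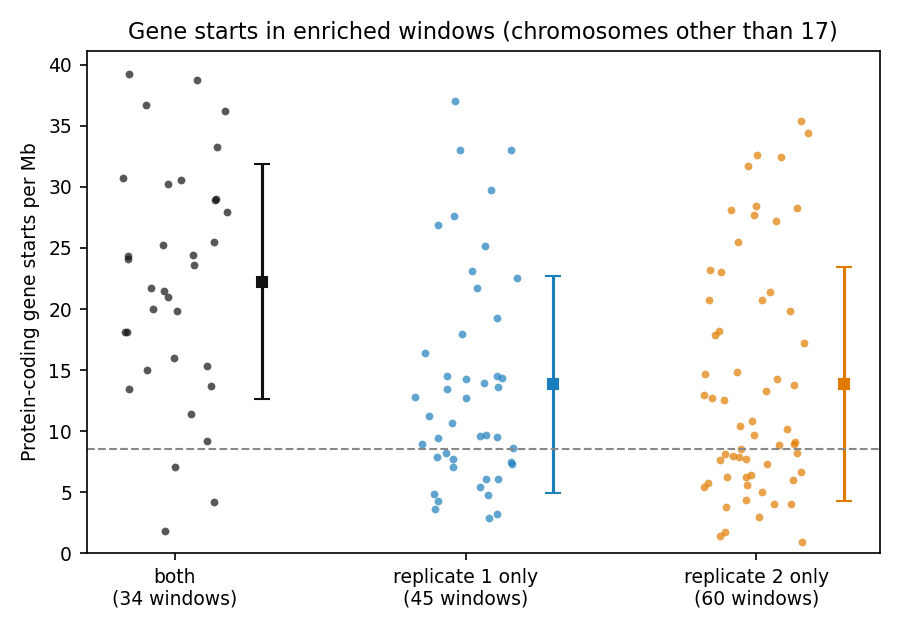
Protein-coding gene starts per Mb (y axis) in each enriched window on chromosomes other than 17, grouped by the replicates that called it; dots are windows, squares and bars the mean ± SD over windows, and the dashed line the average of these chromosomes (8.55 per Mb). Means were 22.2 in the 34 windows called in both replicates and 13.8 and 13.8 in the 45 and 60 windows called in replicate 1 or 2 only.

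Listed sites fell within 333 protein-coding genes off chromosome 17, of which 279 held 1 site. Of the 590 sites there, 82 lay in windows called in replicate 1 only, so a listed gene need not lie in a shared window. Gm20388 (ENSMUSG00000092329, chromosome 8, 122434741 to 126869622) held 27 sites among 1037 motifs, but its annotated body spans 4435 kb and overlaps other genes, so the assignment is uncertain. The shared window at its start (122036096 to 124814805) held 17 sites in all. The rest of its sites lay in a window called in replicate 1 only (124814806 to 127450165). Sfi1 (chromosome 11, 3031853 to 3093466) held 6 sites among 22 motifs. 1700112E06Rik (chromosome 14, 22838934 to 23875307) held 5 among 315. Baz2a (chromosome 10, 127496046 to 127566359), Igf2bp3 (chromosome 6, 49035220 to 49164953), Mark3 (chromosome 12, 112812721 to 112894438) and Ppp6r3 (chromosome 19, 3454933 to 3575749) each held 3 sites. All of Igf2bp3 lay in a window called in replicate 1 only (48563082 to 50927080), next to a shared one. The last 3 places went by name to 1700030F18Rik, Adk and Aff3, from 47 genes tied at 2 sites. On chromosome 17, 251 protein-coding genes held a site. Trerf1 (47277891 to 47496407) had the most, with 31 of 63 motifs listed. Dlgap1 (70318413 to 71170753) followed with 18 of 290, Med20 (47748538 to 47821015) with 16 of 22, 1110012J17Rik (66686322 to 66799090) with 15 of 42 and Hnrnpm (33783178 to 33823805) with 15 of 18. Part of Dlgap1 lies before 70876126, where the region of replicate 1 starts, and no site was listed there. Its share of motifs is therefore not comparable with those of the other named genes on chromosome 17.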

Values the study reported

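For the enzyme-based libraries, the study reported 65 and 82 enriched inter-chromosomal regions in the replicates, of which 30, or about 40%, overlapped. It gave a Pearson's correlation coefficient of 0.658 between the replicates for the number of ligated HindIII sites in segments of 500 HindIII sites. For smaller segments of 250 and 125 sites it gave 0.581 and 0.475. For the enriched regions on the bait chromosome it stated a coverage between replicates above 80%.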

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

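Of 75 tests repeated under another setting, 73 kept their direction and their side of the threshold, and 2 changed sign. The other 10 values leave out a replicate and have no test. The tally includes settings that left the compared regions unchanged. The minimum of 5 sites removed no region. For widths the overlap of 50%, and for gene start and motif densities the stretches covered in both replicates, kept the same 34 shared windows. The observed shared length does not depend on the minimum overlap. Windows of 1 replicate are other windows, so their tests are not repeats on the same ones. The draws from the window grid, the lists without the Pou5f1 region, the windows of 1 replicate and the densities without the stretch around Pou5f1 were chosen after the data were seen.

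Both sign changes concern correlations. Across bins covered in at least 1 replicate only, r was -0.125 in place of 0.377. Leaving out the bins empty in both lists forces r down, as rotated lists averaged -0.526 under the same rule, and the observed r stayed above their range (permutation p = 0.0001). For the number of regions per 100 Mb of chromosome, r was -0.167 in place of 0.0405 (permutation p = 0.492). Both chromosome correlations, 0.0405 and -0.167, were indistinguishable from 0, and the cause of the difference was not tested.

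For sharing off chromosome 17, the fold over chance ranged from 2.3 to 4.64 across alternatives for regions of replicate 1, from 2.34 to 4.25 for replicate 2 and from 5.36 to 5.63 for shared length, leaving aside the wider 50% of regions. That setting was planned to stand for a stricter threshold, but the width of a grid window follows the spacing of HindIII motifs and not its score, so it says nothing about the threshold. The rule for placement sets the chance count. A window placed at any position can touch 2 or more grid windows by a few bases, which raises the chance count, whereas asking for an overlap of 50% lowered the chance mean from 14.6 to 8.05 with the observed 34 unchanged. Joining regions less than 1 Mb apart gave 30 shared of 65 (46.2%) and 30 of 82 (36.6%).

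On chromosome 17, the folds ranged from 2.17 to 2.84 for replicate 1, from 2.27 to 3.11 for replicate 2 and from 6.19 to 8.19 for shared length, again without the setting by width. Rotating the whole list, which keeps the spacing of regions, gave the largest permutation p-values (0.0116, 0.0101 and 0.00052). Without the region holding Pou5f1, 9 of 11 and 10 of 11 regions were still shared. The log2 difference in site density ranged from 3.13 to 3.5.

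Leaving out a replicate gives the other's value for region counts (79 to 94 off chromosome 17, 12 to 12 on it) and covered length (207.8 to 244.3 Mb and 17.7 to 18.7 Mb). Of the listed sites, 1653 lay in regions of replicate 2 and 1806 in those of replicate 1. Sharing needs both lists and has no such value. With no read counts or scores in the files used here, neither a stricter threshold nor the effect of deeper sequencing on the shared fraction could be examined.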

Other observations

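The tests of neighbouring windows within gene density strata, of neighbours called in the other replicate only, of window motif counts, of chromosome ends, of DpnII distance classes, of chromosome X and of Sfi1 were chosen after the result was seen. The design has 1 group, so no biological explanation was tested.

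The correlation across 2 Mb bins here was 0.377. That is lower than the value quoted from the study above. The measures differ, since the correlation here uses the covered length of called regions and not the number of contacted sites per segment.

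Windows called in 1 replicate only were not randomly scattered. Their gene start density exceeded random placement by at least 1.63-fold in each replicate, which argues against random calls as the whole cause. Of these 105 windows, 32 touched a window of the other replicate, against a mean of 15.7 in draws from the grid (95% between 9 and 23; permutation p = 0.0002). Draws within 10 strata of the grid by gene density gave a mean of 22.9 (95% between 16 and 31; permutation p = 0.0141), so gene-dense windows lying next to each other account for part of it, and the observed 32 lay just above that range. For 8 of the 32, the only such neighbour had been called in both replicates, so those calls were not displaced. The other 24 touched a window called in the other replicate only, against a mean of 11.1 in draws from the grid (95% between 4 and 20; permutation p = 0.005) and 12.8 in draws within the gene density strata (95% between 4 and 22; permutation p = 0.0125). A candidate explanation for part of these 24 is a contact domain that crosses a window edge and passes the threshold on a different side in each replicate. The files hold no scores with which to test this further.

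Sharing was not explained by gene density or GC content alone. Draws within 10 strata of the grid by gene density gave a mean of 17.5 shared windows (95% between 12 and 24; exact p = 2.4e-07), and by GC content 18.1 (95% between 12 and 24; exact p = 8.7e-07), against 34 observed. Both means were above the 7.33 of unstratified draws, so these properties go with part of the sharing. Digestion and mapping differences that recur in both replicates were not measured, so they stay open at the scale of the windows and below it.

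The listed sites followed replicate 1. All 590 sites off chromosome 17 lay in runs of replicate 1 windows that meet replicate 2, 508 of them in both lists and 82 in replicate 1 only. On chromosome 17 the numbers were 1145 and 71. Parts of the matching regions covered by replicate 2 alone held 0 sites, although they measured 12.5 Mb off chromosome 17 and 1.53 Mb on it. A density computed over the union of both replicates is lowered by this, most of all in the region starting at 80321275, of which 43.2% was covered in replicate 1. The stretch without sites around Pou5f1 extended 1.05 Mb to its left and 0.998 Mb to its right, with its centre at 35619490, left of the gene start at 35642982. In its mapping summary, the study counted contacts on the bait chromosome as distal when they lay at least 1 Mb from the bait. That distance is close to both arms of the stretch. The table thus appears to leave out contacts near the bait, and counts in the Pou5f1 region describe its outer parts only.

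Within the regions, listed sites lay near gene starts. Off chromosome 17, 28.5% of listed sites were within 5 kb of a protein-coding gene start, against 17.3% of the other HindIII motifs (168 sites against a mean of 111 in draws from the same regions, 1.51-fold; permutation p = 2e-05, the smallest that 100000 two-sided draws can give). Exons held 11.2% of listed sites and 6.33% of other motifs, introns 55.6% and 42.4%, and sequence outside protein-coding genes 33.2% and 51.3%. The excess near gene starts stayed within 5 strata of local GC content (1.28-fold, permutation p = 0.00014), among motifs with unique flanks (1.42-fold) and within 5 strata of DpnII distance (1.49-fold). GC content therefore accounts for part of it and not for the whole. On chromosome 17 outside the stretch around Pou5f1 the excess was 1.33-fold and within the GC strata 1.19-fold (permutation p = 2e-05 for both). Uneven HindIII digestion, with open chromatin at gene starts cut more fully, is a candidate cause that these files cannot separate from contact frequency.

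Distance to the nearest DpnII motif mattered for listing. The planned comparison of medians found 135 bp for listed sites and 133 bp for other motifs off chromosome 17 (permutation p = 0.835), but the relation went up and then down. Listed shares were 1.12% below 25 bp, between 2.11 and 2.23% in the classes from 25 to 400 bp, and 1.18% from 400 bp. Of the listed sites, 84.4% had a DpnII motif at 25 to 400 bp, against 74.2% of other motifs (permutation p = 2e-05, the smallest possible). On chromosome 17 it was 81.6% against 72.4%. Among motifs with unique flanks the excess was as large (1.14-fold off chromosome 17 and 1.1-fold on it; permutation p = 2e-05). This is consistent with a loss of very short and long HindIII-DpnII fragments in circularisation, PCR or mapping.

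Chromosome X windows passed with fewer sites. The 2 shared X windows (10569948 to 13250908 and 68780476 to 71303459) held 5 and 6 sites, while the 32 autosomal ones held 15.5 ± 4.67 (SD over windows; range 8 to 25; exact permutation p = 0.00178, the smallest that 561 combinations can give). A lower number of HindIII motifs is argued against, as 0.668% of motifs were listed in the X windows and at least 1.09% in every autosomal one. So are flanks that cannot be mapped uniquely, since 0.807% of motifs with unique flanks were listed against at least 1.21%. Gene density accounts for part of the difference, since sites per window followed it across the 32 autosomal windows (Pearson's r = 0.727). It is argued against as the whole cause. After a linear trend on gene density over all 34 windows was removed, X windows were lower by a difference of -6.68 sites (two-sided exact permutation p = 0.00891), although the 2 residuals of X did not both lie below all autosomal ones. Only 2 autosomal windows were no more gene-dense than the sparser X window, and they held 8 and 9 sites. What stays open, untested, is the copy number of X in these cells and a lower contact frequency. Because the enrichment was scored against each chromosome's own background, an overall lower level on X may pass unnoticed in the region lists.

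Sfi1 stood apart among genes off chromosome 17. Of its 22 HindIII motifs, 27.3% were listed, a share near that on the bait chromosome. The window around it (chromosome 11, 3011716 to 5499341) held 13 further sites among 691 motifs in all. Chance is argued against (one-sided exact hypergeometric p = 1.1e-05, or 0.021 after multiplying by the 1957 protein-coding genes with a HindIII motif in shared regions off chromosome 17). Extra copies of this sequence beyond the reference, which would raise the number of contacts per motif, cannot be told apart from frequent contact. Although 5 of the 6 listed motifs had flanks unique in the reference, copies missing from the assembly leave no trace there.

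The called windows held more HindIII motifs than the study states for its segments. The median was 737 motifs, with a coefficient of variation of 15.5% over 135 windows. Counting motifs with unique flanks only gave a median of 659 and a coefficient of variation of 6.87%. The narrower spread fits a grid built on mappable sites, but the median stayed above the stated number, and the authors' rule for a usable site cannot be told apart from other rules with these files. At chromosome ends, 10 of the 139 called windows were the first or last of their chromosome, against a mean of 5.29 in draws (95% between 2 and 10; one-sided exact p = 0.03). Taken alone, replicate 2 had 8 of 94 such windows, against a drawn mean of 3.61 (one-sided exact p = 0.023). Replicate 1 had 5 of 79 against 3.01 (exact p = 0.18). Windows called in both replicates numbered 3 of 34 against 1.33 (exact p = 0.14). The pooled count argues against chance placement, but only weakly. It lies at the upper edge of the drawn range, the excess was not resolved in replicate 1, and the grid itself is estimated. The 4 windows under 1.5 Mb were all the last of their chromosome, and the shortest (chromosome 4, 155403307 to 155606678) held 47 HindIII motifs. Such windows have far fewer motifs than the others and each was called in 1 replicate only.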
